# ATF3 Stimulates IL-17A by Regulating Intracellular Ca^2+^/ROS-Dependent IL-1β Activation During *Streptococcus pneumoniae* Infection

**DOI:** 10.3389/fimmu.2018.01954

**Published:** 2018-08-30

**Authors:** Seungyeop Lee, Gyu-Lee Kim, Na Young Kim, Se-Jin Kim, Prachetash Ghosh, Dong-Kwon Rhee

**Keywords:** *Streptococcus pneumoniae*, ATF3, IL-17A, IL-1β, NLRP3, inflammasome, γδ T cells, bone marrow-derived macrophages

## Abstract

Activating transcription factor-3 (ATF3) in the ER stress pathway induces cytokine production and promotes survival during gram-positive bacterial infection. IL-17A is a critical cytokine that is essential for clearance of *Streptococcus pneumoniae*. However, the mechanism by which ATF3 induces IL-17A production remains unknown. Here, we show that ATF3 induces IL-17A production via NLRP3 inflammasome-dependent IL-1β secretion. Survival rates were comparable in IL-17A-depleted and ATF3 KO mice but were lower than in WT mice treated with isotype control, indicating that ATF3 positively regulated IL-17A production. Indeed, ATF3 KO mice showed a marked reduction in IL-17A protein and mRNA expression compared to levels in WT mice. Moreover, mitochondrial IL-1β production by bone marrow-derived macrophages was significantly reduced in ATF3 KO mice as a result of the disruption of cellular ROS and Ca^2+^ homeostasis. Accordingly, ATF3 KO mice displayed diminished survival and bacterial clearance following *S. pneumoniae* infection. Taken together, these data suggest a mechanism in which macrophage ATF3 promotes IL-17A production in γδ T cells to rapidly induce host defenses during early *S. pneumoniae* infection.

## Introduction

Activating transcription factor-3 (ATF3) is a fundamental transcription factor in the endoplasmic reticulum (ER)-oxidative stress pathway that acts as a super-enhancer in macrophages (1, 2). During bacterial sepsis, the host responds to infection by upregulating or suppressing cytokines via ATF3 (3, 4). In the case of gram-negative bacteria, ATF3 attenuates pro-inflammatory cytokine production during *Escherichia coli* and *Neisseria gonorrhoeae* invasion (5, 6). As such, ATF3 KO mice exhibit prolonged survival over WT controls following infection with gram-negative bacteria owing to the induction of ATF3-mediated sepsis-associated immunosuppression (3). Thus, the anti-inflammatory effects of ATF3 during gram-negative bacterial infection have been reported (7, 8). In addition, it has been reported that ATF3 enhances pro-inflammatory cytokine production in response to infection by gram-positive pathogens such as *Streptococcus pneumoniae, Listeria monocytogenes*, and *Staphylococcus aureus* (9). However, the functional significance of ATF3 in gram-positive infection remains poorly understood.

IL-17A is secreted by γδ T cells, innate lymphoid cells, and Th17 cells in the mucosal tissue and plays a central role in the innate host defense against various bacteria, such as *Mycobacterium tuberculosis* and *S. aureus* (10, 11). γδ T cells are rapidly stimulated by cytokines secreted by activated macrophages (12). Although γδ T cell-derived IL-17A plays known roles in bacterial clearance, its role in lung bacterial defenses is still not clear.

*S. pneumoniae* is gram-positive bacterium that causes pneumonia, meningitis, and sepsis in humans, resulting in a 10–19% mortality rate. Moreover, the introduction of pneumococcal vaccines has resulted in the advent of antibiotic-resistant strains due to efficient genetic transformation and the rapid accumulation of genetic variation (13). According to clinical research, IL-17A is the most critical cytokine in the early defense against pneumococci. Interestingly, however, IL-17A is nearly undetectable in naïve infants, and vaccination increases IL-17A levels (14). Mice deficient in IL-17A and IL-17RA demonstrate increased susceptibility to a large number of bacterial pathogens that cause lung diseases (15, 16). Even so, the mechanism of IL-17A production during *S. pneumoniae* infection is largely unknown. In the present study, ATF3 KO mice infected with *S. pneumoniae* showed a decrease in γδ T cell-derived IL-17A secretion, as well as macrophage IL-1β levels. Given that ATF3 also plays an important role in NLRP3 inflammasome-dependent IL-1β secretion, these data support the idea that ATF3 is an important inflammatory factor in early pneumococcal infection.

## Materials and methods

### Animals

Six-to-eight-week-old female C57BL/6 WT mice and C57BL/6 ATF3 KO mice were obtained from Orient Bio, Inc. (Seoul, Korea) and Dr. Tsonwin Hai (Ohio State University, Columbus, OH, USA), respectively. Mouse genotyping was performed using PCR as previously described (17). Animals were maintained under controlled temperature and humidity with 12-h light/dark cycles and open access to food and water. This study was carried out in accordance with the guidelines of the Korean Academy of Medical Sciences. The protocol was approved by the Ethics Committee of SungKyunKwan University.

### Bacterial culture

*S. pneumoniae* D39 (serotype 2; Prof. David E. Briles, University of Alabama at Birmingham, Birmingham, AL, USA) (18) was cultured in sterile 3% Todd Hewitt Broth with 0.5% yeast extract in deionized water. *Klebsiella pneumoniae* ATCC 9997 (Korean Culture Center of Microorganisms, Seoul, Korea) was cultured in Difco Nutrient Broth (Difco, Franklin Lakes, NJ, USA). The uropathogenic *E. coli* (UPEC) CFT073 and methicillin-resistant *S. aureus* USA300 were cultured in Luria-Bertani broth (BD, Franklin Lakes, NJ, USA). All bacteria were inoculated and cultured at 37° C (19).

### Mouse model of *S. pneumoniae* infection

Female WT mice were subjected to immune cell depletion or cytokine neutralization with anti-mouse TCR γ/δ (BE0070, Bio X Cell, West Lebanon, NH, USA), anti-mouse/rat IL-1β (BE0246, Bio X Cell), anti-mouse IL-23p19 (16-7232-81, eBiosceince, San Diego, CA, USA), or polyclonal Armenian hamster IgG (BE0091, Bio X Cell) as previously described (20). Alternatively, IL-17A was neutralized in mice using anti-mouse IL-17A (BE0173, Bio X Cell), and the results were compared to those obtained using control anti-mouse IgG1 (BE0083, Bio X Cell) (21). The anesthetized mice were then intranasally inoculated with 2 × 10^8^ colony-forming units (CFU) of bacteria diluted in 30 μL of 0.9% saline (22). The infected mice were monitored every 24 h and then euthanized at 10 days to harvest lung tissue. Bacterial colonization was subsequently assessed using lung homogenates by serial dilution plating on 1.5% THY agar containing 5% sheep blood.

### Immunohistochemistry

Formalin-fixed lung tissue samples were stained with anti-ATF3 (ab180842, Abcam, Cambridge, UK) and anti-iNOS (ab49999, Abcam) and then imaged with an Olympus BX50 light microscope (Olympus, Tokyo, Japan).

### Bone marrow-derived macrophage (BMDM) isolation and infection

WT and ATF3-KO BMDMs were prepared as previously described using L929-conditioned medium (23) and maintained in a 37°C humidified incubator with 5% CO_2_. Cells were treated with 2 mM ATP for 40 min prior to infection with *S. pneumoniae, K. pneumoniae, E. coli*, or *S. aureus* at MOI 20 for 4 h. Alternatively, cells were pretreated with the mitochondrial calcium uptake inhibitor Ru360 (10 μM, #557440, Merck KGaA, Darmstadt, Germany) or vehicle control for 30 min prior to infection with *S. pneumoniae* for 4 h.

### Immunoblotting

Mouse lung samples and BMDMs were homogenized with lysis buffer (Abcam) supplemented with protease and phosphatase inhibitors (78442, ThermoFisher), and the proteins were quantified. Samples were separated by SDS-PAGE and transferred to PVDF membranes using a Trans-Blot Turbo Transfer System (Bio-Rad). The membranes were blocked with skim milk for 2 h, and then probed overnight with anti-GBP5 (gtx31537, Gentex, Zeeland, MI, USA), anti-iNOS (NB300-605, Novus International, St. Louis, MO, USA), anti-IL-1β (AF-401-SP, R&D Systems, Minneapolis, MN, USA), or anti-β-actin (sc-47778, Santa Cruz Biotechnology, Dallas, TX, USA). After washing with TBST, the blots were incubated with the appropriate anti-mouse, anti-goat, or anti-rabbit secondary antibody and then detected with ECL solution (GenDEPOT, Barker, TX, USA). Semi-quantitative densitometry was performed using ImageJ 2.1.4.6 software (National Institutes of Health, Bethesda, MD, USA).

### RNA expression analysis and sequencing

RNA was isolated from mouse lung samples using the RNeasy Plus Mini Kit (74134, Qiagen, Hilden, Germany) and was reverse-transcribed using cDNA EcoDry Premix (639546, Takara, Tokyo, Japan). Expression analysis was performed using a StepOne Real-Time PCR system (Applied Biosystems, Foster City, CA, USA) with the following primers: *Nlrp3* forward, 5′-AATGCCCTTGGAGACACAGGA-3′, *Nlrp3* reverse, 5′-TGAGGTGAGGCTGCAGTTGTCTA-3′; *Gbp5* forward, 5′-TTGAGGCAAATAGCATTGGAGA-3′; *Gbp5* reverse, 5′-CATGTGTTGGAGCTGCTGTTGA-3′; *Il17a* forward, 5′-GAAGGCCCTCAGACTACCTCAA-3′; *Il17a* reverse, 5′-TCATGTGGTGGTCCAGCTTTC-3′; *Il18* forward, 5′-ACCTCCAGCATCAGGACAAAG-3′; *Il18* reverse 5′-TGTACAGTGAAGTCGGCCAAAG-3′.

RNA libraries of lung samples collected from WT and ATF3-KO mice were prepared using SENSE 3′ mRNA-Seq Library Prep Kit (Lexogen, Inc., Austria) according to the manufacturer's instructions and sequenced with a NextSeq 500 system (Illumina, Inc., San Diego, CA, USA). Data were analyzed in R using Bowtie2 version 2.1.0 and DAVID (24). Gene clustering (Hierarchical clustering) and heat maps were constructed based on MeV 4.9.0. This experimental and system biology analyses were analyzed using Ingenuity Pathway Analysis. The gene expression analyses data was deposited in the NCBI database [GEO accession number GSE118195] (http://www.ncbi.nlm.nih.gov/geo/).

### Cytokine elisa

Mouse IL-1β (88-7013-76, Invitrogen, Carlsbad, CA, USA), IL-23 (88-7230-22, eBioscience), s100a8 (MBS2504318, Mybiosourse), s1009a (MBS2886839, Mybiosourse, San Diego, CA, USA), procalcitonin (PCT) (CSB-E10371m, Cusabio, College Park, MD, USA), and G-CSF (MCS00, R&D Systems) ELISA kits were used to assess cytokine levels in lung homogenates. All analyses were performed according to the manufacturer's instructions.

### ATP, Ca^2+^, and ROS measurement

BMDMs (0.5 × 10^6^ cells/mL) seeded in 96-well plates were analyzed for ATP, Ca^2+^, and ROS levels using the ADP/ATP ratio (ab65313, Abcam), Fluo-4 NW calcium (F36206, Invitrogen) and ROS/RNS (STA-347, Cell Biolabs, San Diego, CA, USA) assay kits according to the manufacturer's instructions.

### Flow cytometry

Lungs samples from WT and ATF3-KO mice at 6 h post-infection (hpi) and non-infected controls (*n* = 5 per group) were digested in collagenase as previously described to collect live cells (25). Isolated cells were stained with anti-mouse/rat IL-17A-APC (12-7101, eBioscience) and anti-mouse TCR gamma/delta-PE (12-5711-82, eBioscience) (20) and analyzed with a Guava EasyCyte flow cytometer (EMD Millipore, Billerica, MA, USA) and FCS Express 6 software (De Novo Software, Boulder, CO, USA).

### Statistical analysis

All data were collected from at least three independent experiments. Differences between groups were analyzed by Mann–Whitney rank sum test and one- or two-way ANOVA. Survival analysis was performed using log-rank testing. Statistical significance was defined as *P* < 0.05.

## Results

### ATF3 activates NLRP3 inflammasome, IL-1β secretion, and subsequent IL-17A production

To understand how ATF3 mediates the regulation of related genes after pneumococcal infection, RNA-seq analysis was performed of lung mRNAs from WT and ATF3 KO mice. 

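Libraries were sequenced for 6 conditions, 1 library each, so none of the differences has a replicate check and no p-value is given. They came from lungs of WT and ATF3 KO mice at 0 h without infection, at 6 hpi and at 7 days after infection. The targeted gene was read first. Atf3 lies on chromosome 1 of GRCm38 from 191170296 to 191183333. It had 175 counts in the WT and 286 in the ATF3 KO library at 0 h, 454 and 268 at 6 hpi, and 54 and 72 at 7 days. Scaled by library size to CPM, the unit used throughout, this was 14.4 in WT and 21.0 in ATF3 KO lungs at 0 h, 21.9 and 12.3 at 6 hpi, and 3.34 and 4.68 at 7 days. Atf3 RNA was thus counted in every ATF3 KO library and was lower than in WT lungs at 6 hpi, but not at 0 h or 7 days. The log2 differences between WT and ATF3 KO lungs were -0.51 at 0 h (95% interval -0.82 to -0.26), 0.79 at 6 hpi (0.61 to 1.06) and -0.39 at 7 days (-1.02 to 0.04). The sample labels call the ATF3 KO group by the word activating, and the mapping to ATF3 KO rests on the genotypes and times shown in Figure 1A. The infection tags contradict the sample titles for the ATF3 KO library at 6 hpi, tagged as not infected, and for the WT library at 0 h, tagged as infected. The titles and Figure 1A were followed. The labels name Trizol for the RNA and the QuantSeq kit for the libraries, where the methods name the RNeasy Plus Mini Kit and the SENSE 3′ mRNA-Seq kit.
The authors sequenced these 3′ libraries on a NextSeq 500, aligned the reads with Bowtie2 and deposited whole-number counts per gene symbol without normalization, for 24421 symbols. The genome build, the annotation, the counting program and the number of mice behind a library were not found in the text of the paper or in the labels. Reads of a 3′ library come from near the end of each transcript, so counts were not divided by gene length. The library totals were 12241504 counts for WT and 13512672 for ATF3 KO lungs at 0 h, 21191637 and 22474411 at 6 hpi, and 15872565 and 14866026 at 7 days. The median total was 15872565 over the 3 WT and 14866026 over the 3 ATF3 KO libraries. The ribosomal RNA gene Rn45s took between 7.09% and 8.76% of the counts of a library. The smallest share that 3 counts can show was between 0.13 and 0.25 CPM. Counts were scaled with the TMM method of edgeR, and differences were taken on the log2(CPM + 1) scale, which understates the change of genes with low counts. A gene entered a comparison if it had at least 10 counts in at least 1 of the 2 libraries. The 95% intervals are exact Clopper-Pearson intervals of the share of a gene's counts that fell in the first of the 2 libraries, written as a log2 ratio without the added 1, so for genes with low counts they can lie farther from 0 than the difference itself. They cover counting error and not the difference between mice. The 6 counts of 2343 of 13007 well-counted genes shared a common divisor above 1, and the counts were divided by it for the intervals, a step chosen after the counts had been seen.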

The RNA-seq results showed that ATF3 regulated various pathways during the early (6 hpi) and late (7 days) stages (Figure 1A). 

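At 6 hpi, 348 of 15644 genes were at least 2-fold higher in the WT library and 183 were at least 2-fold higher in the ATF3 KO library. At 7 days the numbers were 100 and 107 of 15255 genes, and at 0 h, before infection, 94 and 205 of 14873 genes. Splitting the summed counts of each pair of libraries at random in proportion to their sizes, 100 times, gave a median of 14 such genes in both directions together at 0 h, 5 at 6 hpi and 10 at 7 days. Counting error of independent reads alone would thus make few of them. Reads without molecular identifiers are not independent molecules, so these medians may be too low. Without replicates, the spread between mice of one genotype is unknown. At least 4-fold differences were found at 6 hpi for 41 genes higher in WT and 3 genes higher in ATF3 KO lungs. The pseudocount moved these numbers most, and with 0.1 in place of 1 the genes at 6 hpi were 1002 higher in WT and 730 higher in ATF3 KO lungs. Compared with the uninfected library of the same genotype, 442 genes rose and 131 fell at least 2-fold at 6 hpi in WT lungs, and 217 rose and 277 fell in ATF3 KO lungs.
Among genes with at least 50 counts in the higher library, the 5 largest differences toward WT at 6 hpi on the log2(CPM + 1) scale were those of Cxcl1, S100a8, Mefv, Ptx3 and Csf3r. Cxcl1, a neutrophil chemokine on chromosome 5 of GRCm38 from 90891245 to 90893121, had 10409 counts in WT and 367 in ATF3 KO lungs, a log2 difference of 4.82 (95% interval 4.75 to 5.05). S100a8 (chromosome 3, 90669071 to 90670034) had 14581 and 1373 counts, a log2 difference of 3.46 (3.40 to 3.56). The granulocyte colony-stimulating factor receptor gene Csf3r (chromosome 4, 126023441 to 126044975) had 1066 and 93 counts, a log2 difference of 3.32. Mefv had 237 and 3 counts, and Ptx3 had 383 and 19 counts. The rank of Mefv depended on the scale, since its log2 difference was 3.45 as given, 5.60 with a pseudocount of 0.1, above the 4.89 of Cxcl1, and 2.35 with counts divided by their common divisor, an alternative chosen after the data were seen, below the 3.10 of S100a9. The 5 largest differences toward ATF3 KO were those of Mterf1a, Serpinb10, Efcab6, Elovl3 and Myl2, whose counts in the higher library were between 76 and 158. Of the 5 genes toward WT and the 5 toward ATF3 KO, 2 and 4 stayed among the 5 largest with a pseudocount of 0.1, 4 and 4 with counts divided by their common divisor, and all 5 and 5 with total-count or median-of-ratios scaling. Csf3r was already higher in the WT library at 0 h, with 66 and 15 counts and a log2 difference of 1.62 (1.48 to 3.22). Its difference at 6 hpi was therefore present in part before infection. S100a8 was also higher in WT lungs at 0 h, by 0.45, while Cxcl1, Mefv and Ptx3 were at -0.78, -0.89 and -1.02. At 7 days S100a8 was higher in ATF3 KO lungs, with a log2 difference of -0.77 (-0.90 to -0.65), and Cxcl1, with 27 and 35 counts, had a difference of -0.29 whose interval of -1.23 to 0.32 includes 0. From the heat map of Figure 1A, the paper states that ATF3 regulated pathways at both stages.

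**Figure D1:**
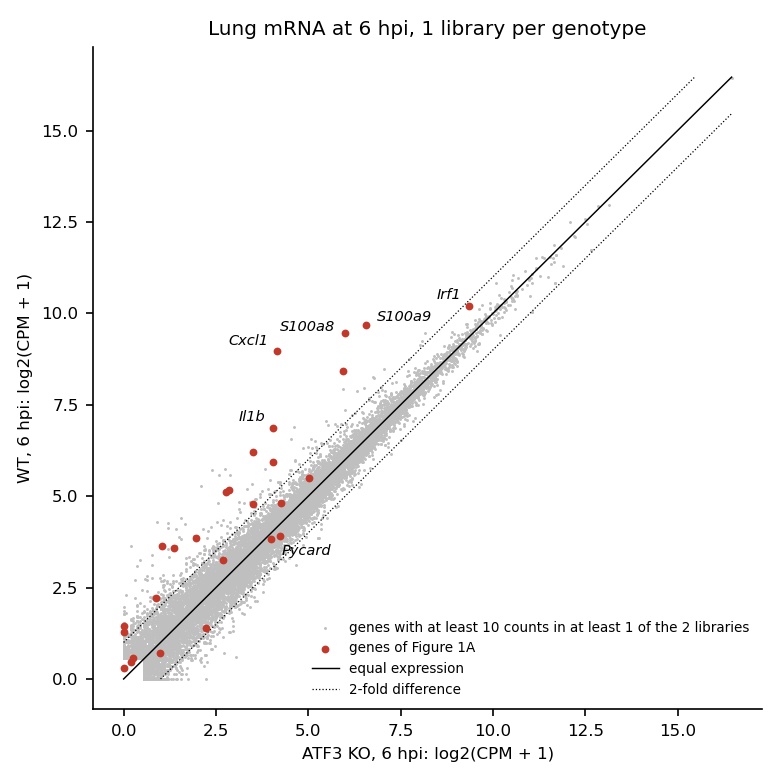
Expression of each gene in the ATF3 KO library (horizontal axis) and the WT library (vertical axis) at 6 hpi, both as log2(CPM + 1). Grey points are the 15644 genes with at least 10 counts in at least 1 of the 2 libraries, red points are the 27 genes of Figure 1A, the solid line marks equal expression and the dotted lines a 2-fold difference. Of the red points, 16 lie on or above the upper dotted line, led by Cxcl1, and none lies below the lower one.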

In particular, ATF3 played a major role in the inflammatory response (Figure 1B) by mediating neutrophil chemotaxis, ERK signaling, and the cellular responses to IFN-γ and IL-1 (Figure 1C). 

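The methods of the paper name DAVID, whose gene lists were not used here. Lists for the terms that the paper names were written by hand before the counts were examined. For each, the median log2 difference between WT and ATF3 KO lungs was set beside the medians of 10000 random lists of the same size, matched on mean expression in 20 bins, as a description of these 2 libraries. At 6 hpi the median of 97 inflammatory response genes was 0.80, above every random list, and 79 of them were higher in WT lungs. For 54 neutrophil chemotaxis genes it was 0.57, with 41 higher in WT lungs. For 75 genes of positive regulation of ERK1 and ERK2 it was 0.18, with 50 higher in WT lungs. For 64 genes of the response to IFN-γ it was 0.45, with 48 higher in WT lungs, and for 55 genes of the response to IL-1 it was 0.51, with 41 higher in WT lungs. Each of these medians lay above all of its random lists. The lists share genes with one another and with the heat map. Their terms are those that the paper reported from these same libraries, so the medians are not independent support. Without the 27 genes of Figure 1A, the medians were 0.64, 0.36, 0.11, 0.32 and 0.43 in the same order. With the Reactome pathways of related name, the medians for ERK and IL-1 signaling were 0.03 and 0.06, at the 76.74 and 86.46 percentiles of random lists. For signaling by interleukins, set against the inflammatory response list, the median was also 0.06, at the 97.78 percentile. Chemokine receptors and IFN-γ signaling, at 0.31 and 0.28, stayed above all random lists.
Before infection, the medians of the inflammatory response, neutrophil chemotaxis, IFN-γ and IL-1 lists were -0.28, -0.25, -0.49 and -0.20, each below the central 95% of random lists, so that these genes were higher in the ATF3 KO library at 0 h. The ERK list was at -0.01. At 7 days the inflammatory response list, at -0.19, lay below the central 95% of random lists. The neutrophil chemotaxis list, at -0.09, lay at the lower edge of this range (2.49 percentile). The IFN-γ list, at 0.10, lay above the range, and the IL-1 and ERK lists, at 0.06 and 0.05, lay inside it. Relative to 0 h, the median changes at 6 hpi of the inflammatory response, neutrophil chemotaxis, IFN-γ and IL-1 lists were 1.24, 0.70, 0.73 and 1.23 in WT lungs and 0.15, 0.24, -0.20 and 0.12 in ATF3 KO lungs, each outside the central 95% of random lists. The ERK list, at 0.03 and 0.007, was inside it in both genotypes. Citing Figures 1B and 1C, the paper states that ATF3 played a major role in the inflammatory response through these pathways.

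**Figure D2:**
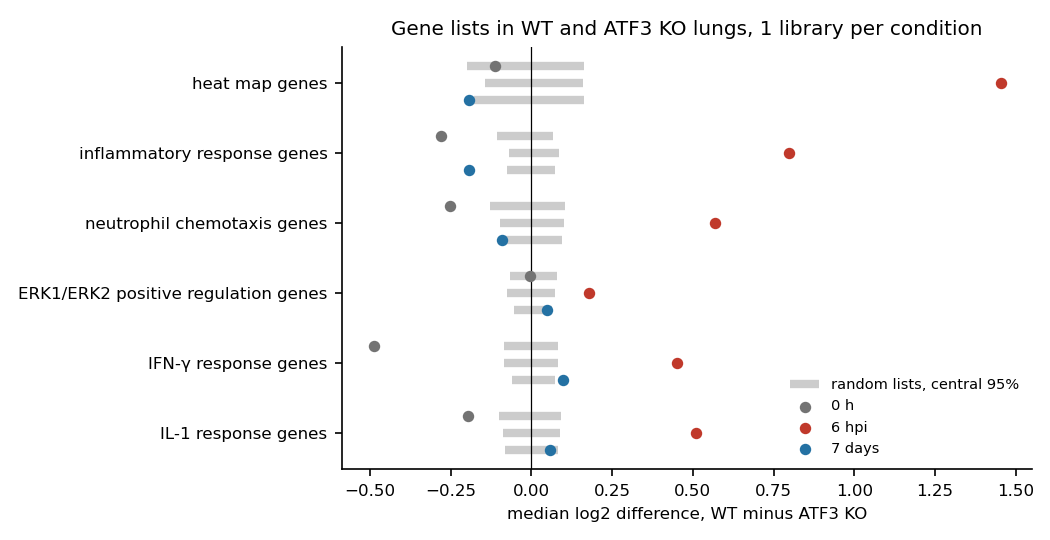
Median log2 difference between the WT and ATF3 KO libraries (horizontal axis, WT minus ATF3 KO) for the 6 gene lists (vertical axis) at 0 h (grey), 6 hpi (red) and 7 days (blue). Grey bars span the central 95% of medians of 10000 random lists of matched expression. Each red point lies to the right of its bar, from 0.18 for the ERK list to 1.45 for the heat map genes, while at 0 h the IFN-γ list lies to the left of its bar at -0.49. The heat map genes and the terms of the other lists come from the paper's report on these libraries, so the red points are not independent support.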

An increase in the cellular response to IFN-γ reportedly facilitates NLRP3 inflammasome assembly via IRF/guanylate-binding protein 5 (GBP5) signaling (26), suggesting that ATF3 affects NLRP3 inflammasome activation and controls IL-1β secretion and subsequent IL-17A production (12) to participate in the host defense against *S. pneumoniae*.

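Gbp5 (chromosome 3 of GRCm38, 142496934 to 142522344) had 1252 counts in the WT and 340 in the ATF3 KO library at 6 hpi, a log2 difference of 1.89 (95% interval 1.78 to 2.13). At 0 h the difference had the opposite sign, with 88 and 207 counts and a log2 difference of -0.97 (-1.44 to -0.70). From 0 h to 6 hpi, Gbp5 changed by 2.89 on the log2 scale in WT lungs and by 0.04 (-0.22 to 0.29) in ATF3 KO lungs. Irf1 (chromosome 11, 53770014 to 53778374) had 24499 and 14315 counts at 6 hpi, a log2 difference of 0.85 (0.82 to 0.88). Il1b (chromosome 2, 129364569 to 129371164) rose from 19 to 2417 counts in WT lungs and from 37 to 340 counts in ATF3 KO lungs, and its log2 difference at 6 hpi was 2.83 (2.74 to 3.07). Pycard, which encodes the ASC adaptor of the inflammasome, had 276 and 324 counts at 6 hpi, a difference of -0.15 whose interval of -0.40 to 0.08 includes 0. The IFN-γ gene Ifng had 5 counts in WT and 0 in ATF3 KO lungs at 6 hpi, too few to show a difference at this depth. Il17a had 0 counts in each of the 6 libraries, where 3 counts correspond to 0.14 CPM in WT and 0.13 CPM in ATF3 KO lungs at 6 hpi, so Il17a RNA was not detectable and the genotypes could not be compared. The IL-23p19 gene Il23a had 8 and 3 counts at 6 hpi. From the pathways of Figure 1C and an earlier report on GBP5, the paper proposes that ATF3 acts on the NLRP3 inflammasome, IL-1β secretion and IL-17A production.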

**Figure 1:**
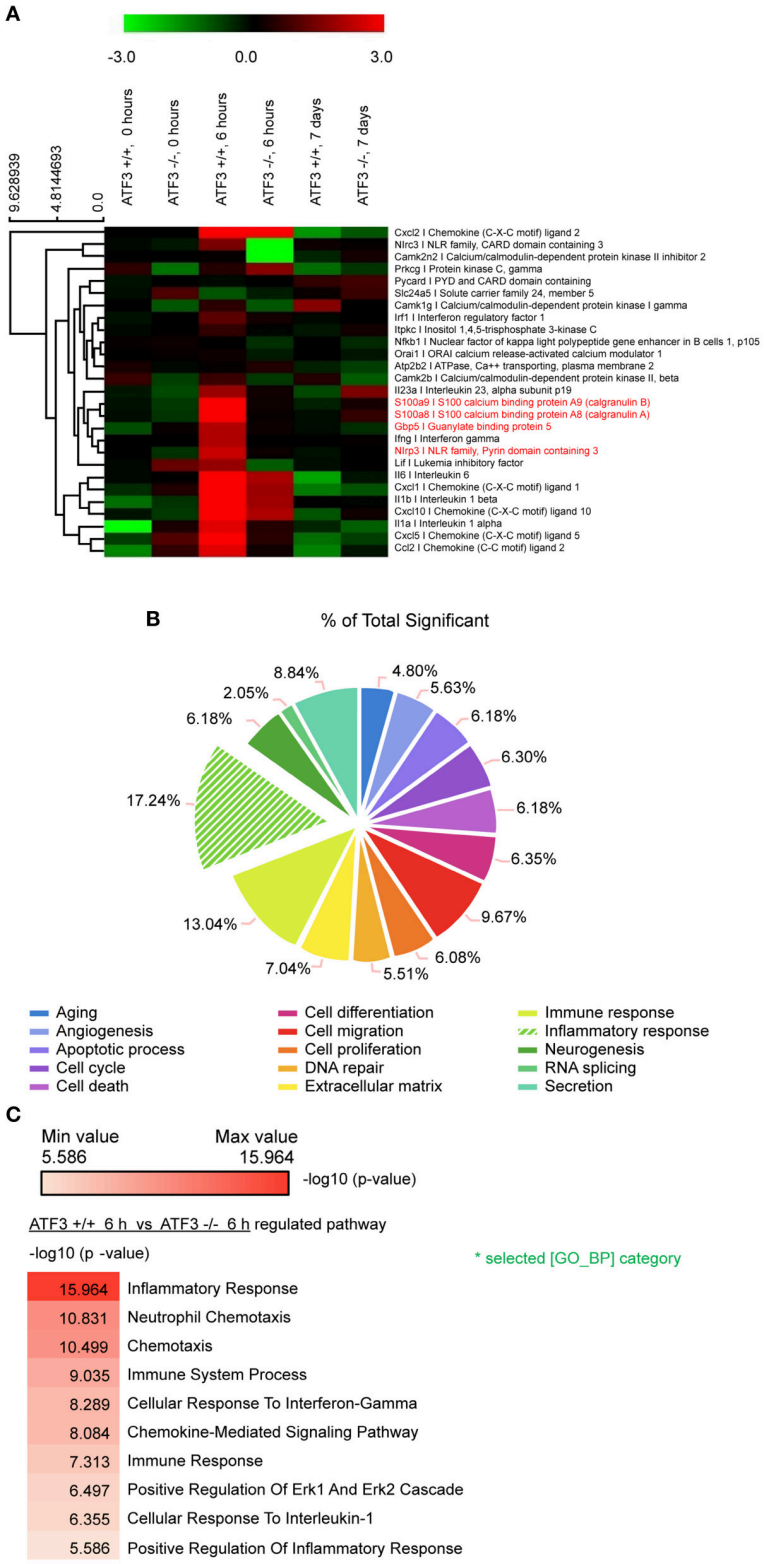
ATF3 promotes inflammatory gene expression during early *S. pneumoniae* infection. **(A)** Expression heat map. Red and green represent up- and down-regulation, respectively. Genes associated with macrophage inflammation are shown. **(B)** Classification of genes with significant expression differences between WT and ATF3 KO mice. **(C)** Pathways enriched in WT mice at 6 hpi as compared to ATF3 KO counterparts.

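All 27 genes of Figure 1A were among the deposited symbols. The paper drew that heat map from these same libraries, so their differences here are not an independent check. At 6 hpi, 23 of them were higher in WT and 4 were higher in ATF3 KO lungs. The interval of counting error lay above 0 for 20 genes and below 0 for 2. Of the 27 genes, 16 were at least 2-fold higher in WT lungs, and none was at least 2-fold higher in ATF3 KO lungs. Besides Cxcl1 and S100a8, the largest log2 differences at 6 hpi were 3.12 for S100a9 (16994 and 2044 counts), 2.83 for Il1b, 2.71 for Cxcl5 (1505 and 224 counts), 2.59 for Il6 (235 and 23 counts), 2.49 for Cxcl2 (7063 and 1305 counts) and 2.34 for Cxcl10 (694 and 127 counts). Counts of 6 of the 27 genes stayed under 50 in all libraries, among them Nlrc3, with 30 and 0 counts at 6 hpi, and Camk2n2, with 36 and 0 counts.
At 7 days 9 of the 27 genes were higher in WT and 18 in ATF3 KO lungs, but the interval lay above 0 for 6 genes and below 0 for 6. At 0 h the numbers were 11 and 15, with 5 intervals above 0 and 8 below. From 0 h to 6 hpi, 14 genes had risen at least 2-fold in WT lungs and 5 in ATF3 KO lungs. Camk2b (chromosome 11 of GRCm38, 5969629 to 6066357) was higher in WT lungs by nearly the same amount at each time, with log2 differences of 1.35 at 0 h, 1.27 at 6 hpi and 1.43 at 7 days. The median log2 difference of the heat map genes that passed the count filter was -0.11 at 0 h (22 genes), 1.45 at 6 hpi (25 genes) and -0.19 at 7 days (23 genes).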

### ATF3 promotes NLRP3 inflammasome activation

To confirm our RNA-seq findings, IL-1β target gene expression was examined in WT and ATF3 KO mice infected with *S. pneumoniae*. The cytokines S100a8 and S100a9 are produced by phagocytes and induce IL-1β secretion (27). Both S100a8 and S100a9 levels were significantly lower in the bronchoalveolar lavage fluid (BALF) samples of ATF3 KO mice at 4 hpi than in WT BALF samples (Figures 2A,B). GBP5 is the factor that assembles the NLPR3 inflammasome in response to bacteria (28). As expected, GBP5 expression was significantly induced in WT mice at 6 hpi (Figures 2C,D). Furthermore, *Irf1, Nlrp3*, and *Il18* mRNA expression was higher in the lungs of WT mice at 6 hpi than in those of ATF3 KO mice, consistent with our RNA-seq data (Figure 2E). These results further support the idea that ATF3 plays a major role in NLRP3 inflammasome signaling.

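In the RNA-seq libraries at 6 hpi, Irf1 was at 1182 CPM in WT and 656 CPM in ATF3 KO lungs, a log2 difference of 0.85 (95% interval 0.82 to 0.88). Nlrp3 (chromosome 11 of GRCm38, 59541569 to 59566955) was at 13.5 and 2.89 CPM, from 279 and 63 counts, a log2 difference of 1.90 (1.82 to 2.64). Il18 (chromosome 9, 50554700 to 50581841) was at 24.3 CPM in WT and 32.5 CPM in ATF3 KO lungs, from 503 and 708 counts, a log2 difference of -0.41 (-0.59 to -0.25), so it was lower in the WT library. At 0 h Il18 was higher in the WT library, with 40.5 and 29.6 CPM. From 0 h to 6 hpi, Il18 fell by 0.72 on the log2 scale in WT lungs and changed by 0.13 (-0.04 to 0.31) in ATF3 KO lungs. Over the same interval Irf1 rose by 1.33 in WT and 0.28 in ATF3 KO lungs, and Nlrp3 rose by 2.06 and 0.53. The directions of these 3 genes at 6 hpi were the same with library totals or median-of-ratios size factors in place of TMM. With 1 library per condition, these values have no spread between mice.

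**Figure D3:**
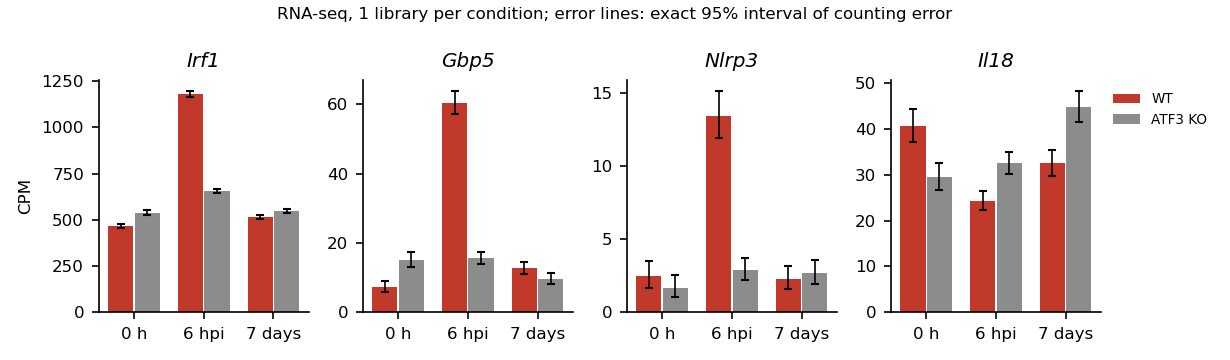
CPM (vertical axis, from 0) of Irf1, Gbp5, Nlrp3 and Il18 in the WT (red) and ATF3 KO (grey) libraries at 0 h, 6 hpi and 7 days (horizontal axis), 1 library per bar, with exact 95% intervals of counting error as error lines. At 6 hpi the WT bar is higher for Irf1 (1182 against 656 CPM), Gbp5 (60.4 against 15.6 CPM) and Nlrp3 (13.5 against 2.89 CPM), and lower for Il18 (24.3 against 32.5 CPM).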

**Figure 2:**
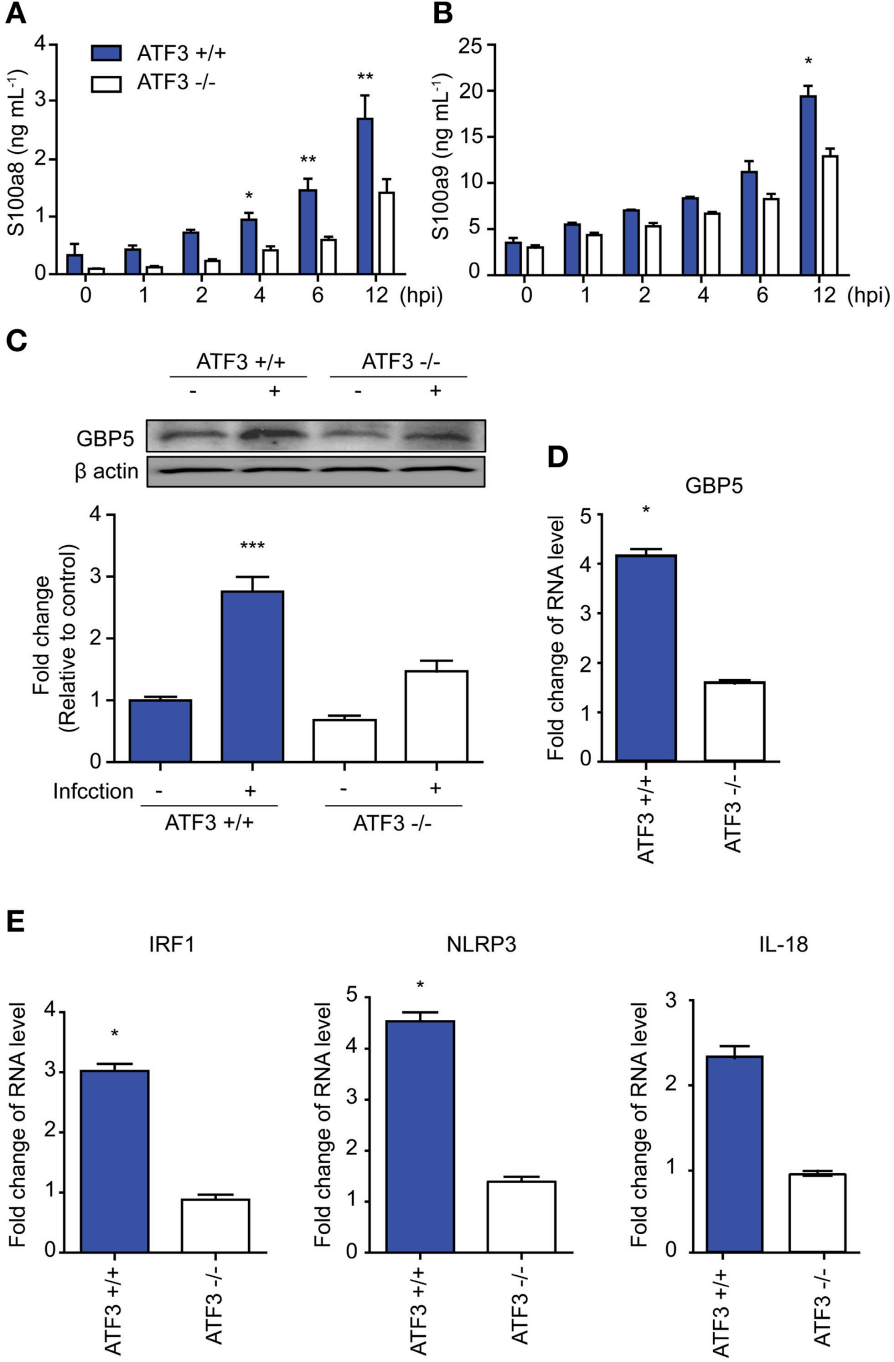
ATF3 is involved in NLRP3 inflammasome activation. **(A)** s100a8 and **(B)** s100a9 expression was examined at 0, 1, 2, 4, 6, and 12 hpi in bronchoalveolar lavage fluid (BALF) samples. **(C)** GBP5 expression at the protein and **(D)** mRNA levels at 0 and 6 hpi. **(E)** *Irf1, Nlrp3*, and *Il18* mRNA expression at 6 hpi. Data are presented as the mean ± SD of triplicate samples from at least three independent experiments. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, two-way analysis and *t*-test of variance.

Recently, it has been reported that ROS-derived iNOS inhibits NLRP3 inflammasome activity (29). We next measured the levels of ROS and iNOS in lungs after *S. pneumoniae* infection to validate the functional significance of ATF3 in NLRP3 inflammasome activation. Notably, ROS levels continuously increased in WT infected lungs until 4 hpi, and ROS levels were significantly higher in ATF3 KO lungs than in WT lungs after 4 hpi (Figure 3A), confirming that ATF3 KO mice exhibited increased iNOS expression (Figure 3B). Moreover, at 6 hpi, IHC staining for iNOS was stronger in *S. pneumoniae*-infected ATF3 KO mouse lungs than in WT mouse lungs (Figure 3C). Collectively, these results indicate that iNOS overexpression inhibits inflammasome activation in ATF3 KO mice. Thus, ATF3 represses iNOS expression by suppressing ROS overproduction in the development of NLRP3 inflammasome.

**Figure 3:**
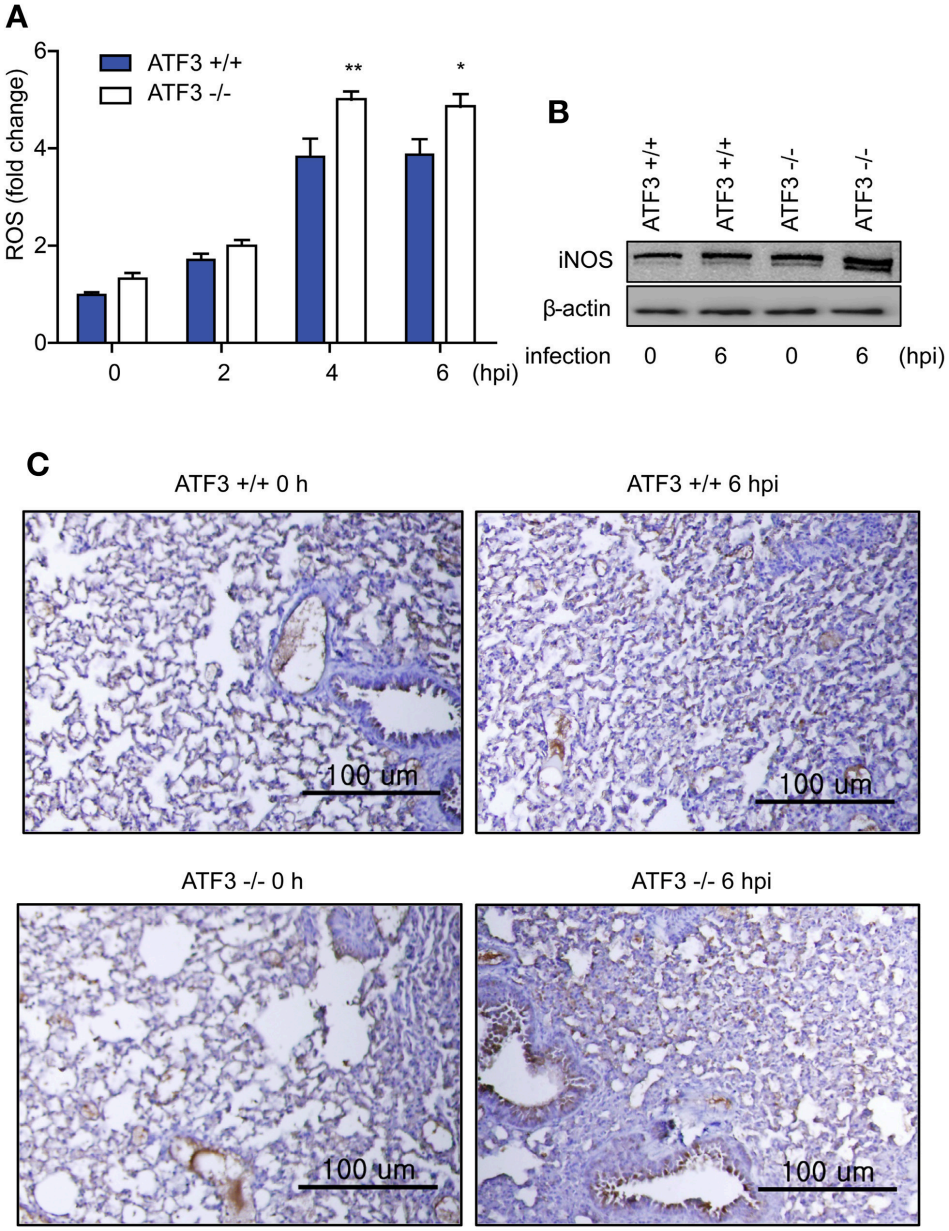
ATF3 suppresses ROS generation and iNOS expression. **(A)** Fold change in ROS levels at 0, 2, 4, and 6 hpi compared to that in non-infected WT cells. **(B)** iNOS expression and **(C)** IHC (anti-iNOS) at 0 and 6 hpi (*n* = 4). ^*^P < 0.05, ^**^P < 0.01, two-way analysis of variance.

### ATF3 is critical in the host response to early *S. pneumoniae* infection

ATF3 KO mice showed a marked increase in mortality following *S. pneumoniae* infection as compared to that in WT controls (4). γδ T cells are the primary mediators of IL-17A secretion in the innate immune system (12). We tested whether the correlation of ATF3 with IL-17A secretion by γδ T cells was a key factor in the early host defense to *S. pneumoniae* infection. IL-17A was depleted using anti-IL-17A neutralizing antibody (αIL-17A). Notably, αIL-17A-treated mice displayed a much higher mortality rate post-infection than WT mice. However, there was no significant effect of IL-17A neutralizing antibody in ATF3 KO mice (Figure 4A). To further determine whether ATF3 contributes to sepsis, levels of the sepsis marker procalcitonin were determined. Levels of procalcitonin were significantly higher in WT mice than in ATF3 KO mice at 6 hpi (Figure 4B). In addition, ATF3 expression was rapidly induced in the lung at 4 and 6 hpi (Figure 4C), suggesting that ATF3 plays an important role in sepsis via IL-17A.

**Figure 4:**
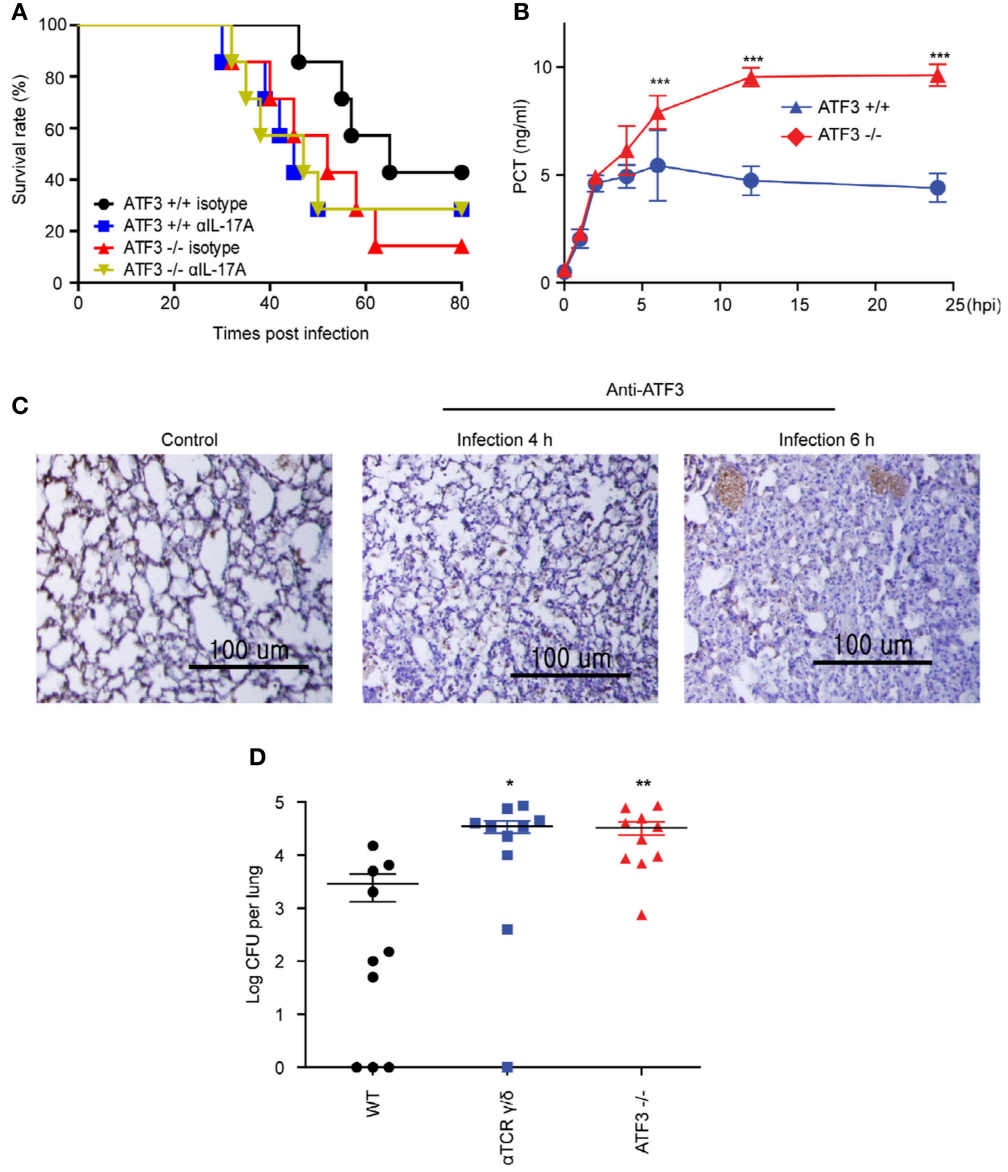
ATF3 and IL-17A promote early immune defenses against *S. pneumoniae* infection. **(A)** Survival rates of WT and ATF3 KO mice treated with IL-17A or isotype control antibodies after *S. pneumoniae* infection (*n* = 7). **(B)** Procalcitonin (PCT) levels in WT and ATF3 KO mice at 0, 1, 2, 4, 6, 12, and 24 h post-infection (hpi) (*n* = 4). **(C)** ATF3 immunostaining in WT lungs after 0, 4, or 6 hpi (*n* = 3). **(D)** *S. pneumoniae* colonization was analyzed in lung homogenates obtained from WT, γδT cell-depleted WT, and ATF3-KO mice (*n* = 10). Data are presented as the mean ± SD from at least three independent experiments. Mouse survival was analyzed by log-rank test. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, two-way analysis and *t*-test of variance.

### Lung γδ T cells produce IL-17A in response to ATF3-dependent IL-1β secreted by macrophages

To further confirm that ATF3 and γδ T cells are involved in IL-17A production and subsequent bacterial clearance, the bacterial load was determined in ATF3 KO and γδ T cell-depleted mice. ATF3 KO and γδ T cell-depleted WT mice showed a 10-fold increase in bacterial burden compared to that in WT controls (Figure 4D). To confirm IL-17 secretion from γδ T cells, the number of IL-17A^+^ γδ T cells was determined by FACS. As expected, WT lungs showed approximately a 5-fold increase in IL-17A^+^ γδ T cell numbers over their ATF3 KO counterparts (Figure 5A). Moreover, lung *Il17a* mRNA levels were significantly higher at 4 and 6 hpi in infected WT mice than in infected ATF3 KO mice (Figure 5B). Furthermore, IL-17A, IL-1β, and IL-23p19 levels in BALF samples from WT mice were higher than in those collected from ATF3 KO mice at 6 hpi (Figure 5C). To further check whether this response was mediated by ATF3, mice were treated with anti-IL-1β or anti-IL-23 antibody (αIL1β and αIL23, respectively), and the IL-17A level was assessed. G-CSF is important for IL-17A-mediated granulopoiesis into human lungs (30). Anti-IL-1β- or anti-IL-23-treated WT mice also exhibited lower IL-17A and G-CSF levels than untreated controls after *S. pneumoniae* infection (Figures 5D,E). Taken together, these data indicate that ATF3 likely regulates IL-17 expression in an IL-1β- and IL-23-dependent manner. In contrast, the expression of IL-1β was significantly attenuated in *S. pneumoniae*-infected ATF3 KO mice, suggesting an impairment of IL-17A secretion, which is essential for survival during early *S. pneumoniae* infection.

**Figure 5:**
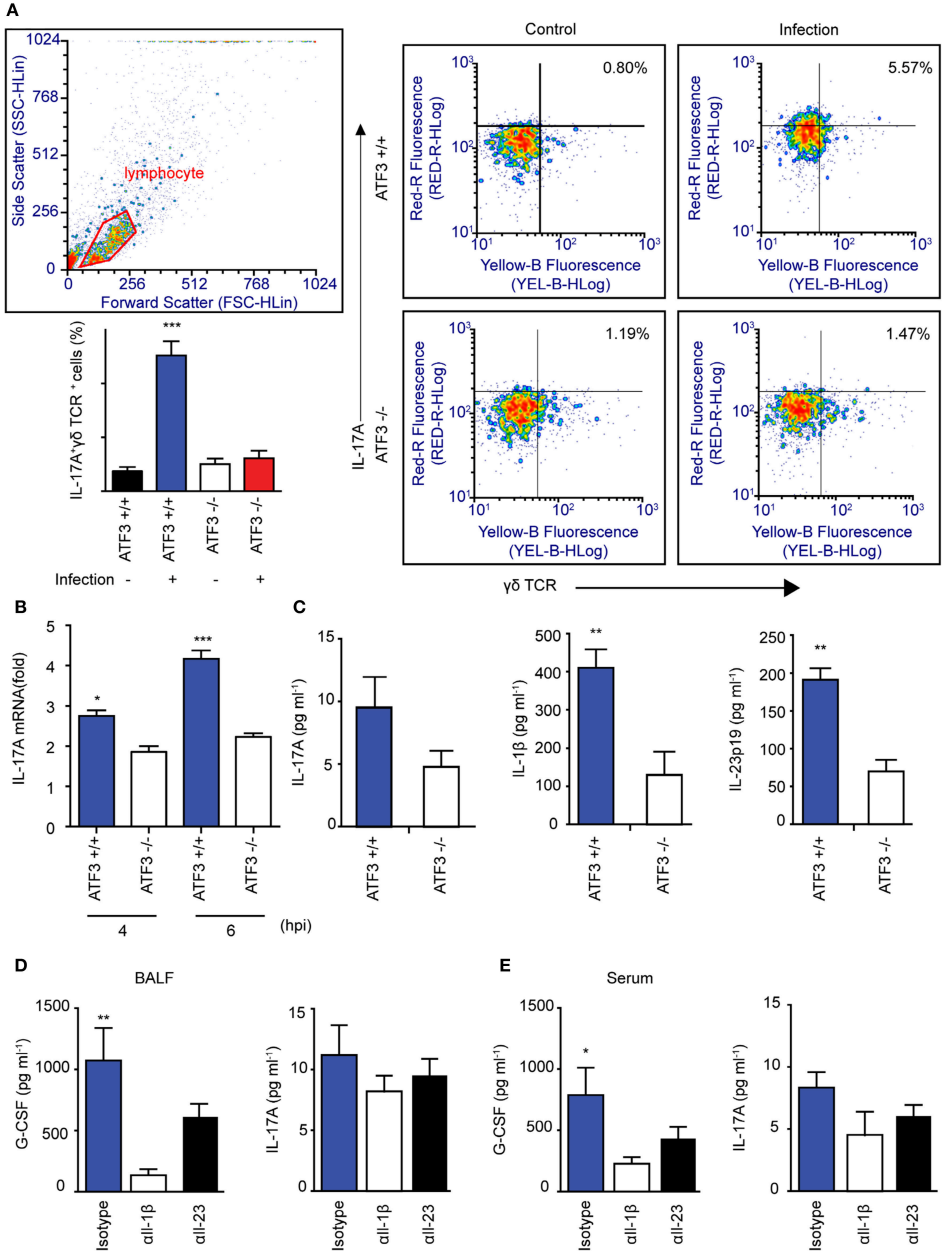
Association between macrophage ATF3 and γδ T cell IL-17A expression. **(A)** IL-17A^+^ γδ+ T cell numbers, **(B)** *Il17a* mRNA expression, and **(C)** IL-17A, IL-1β, and IL-23p19 levels in the lungs of infected mice (*n* = 4 each) as a fold change relative to that in uninfected mice. **(D)** Cytokine levels in bronchoalveolar lavage fluid (BALF) samples collected from mice treated with αIL-1β, αIL-23, or isotype control antibody. **(E)** IL-17A and G-CSF levels in serum (*n* = 5). Data are presented as the mean ± SD of triplicate samples from at least three independent experiments. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, two-way analysis of variance.

### ATF3 regulates ROS-Ca^2+^ for IL-1β activation during *S. pneumoniae* infection

ATF3 is an important factor in ER stress downstream of various stimuli (1), during which the Ca^2+^ stored in the ER is transported to the mitochondria together with ROS. Infection-induced ROS induces ER stress and increases intracellular Ca^2+^ levels (31). To further determine the role played by ATF3 in *S. pneumoniae*-induced activation of IL-1β, intracellular Ca^2+^ levels were measured in *S. pneumoniae*-infected bone marrow-derived macrophages (BMDMs). Intracellular Ca^2+^ levels gradually increased after pneumococcal infection in a time-dependent manner and later decreased after 3 hpi (Figure 6A). Intracellular Ca^2+^ typically mediates mitochondria-dependent ATP production, which is essential for IL-1β production (32). ADP/ATP increased more rapidly in ATF3 KO BMDMs than in their WT counterparts (Figure 6B). These data indicate that ATF3 is required for *S. pneumoniae*-induced ATP utilization.

**Figure 6:**
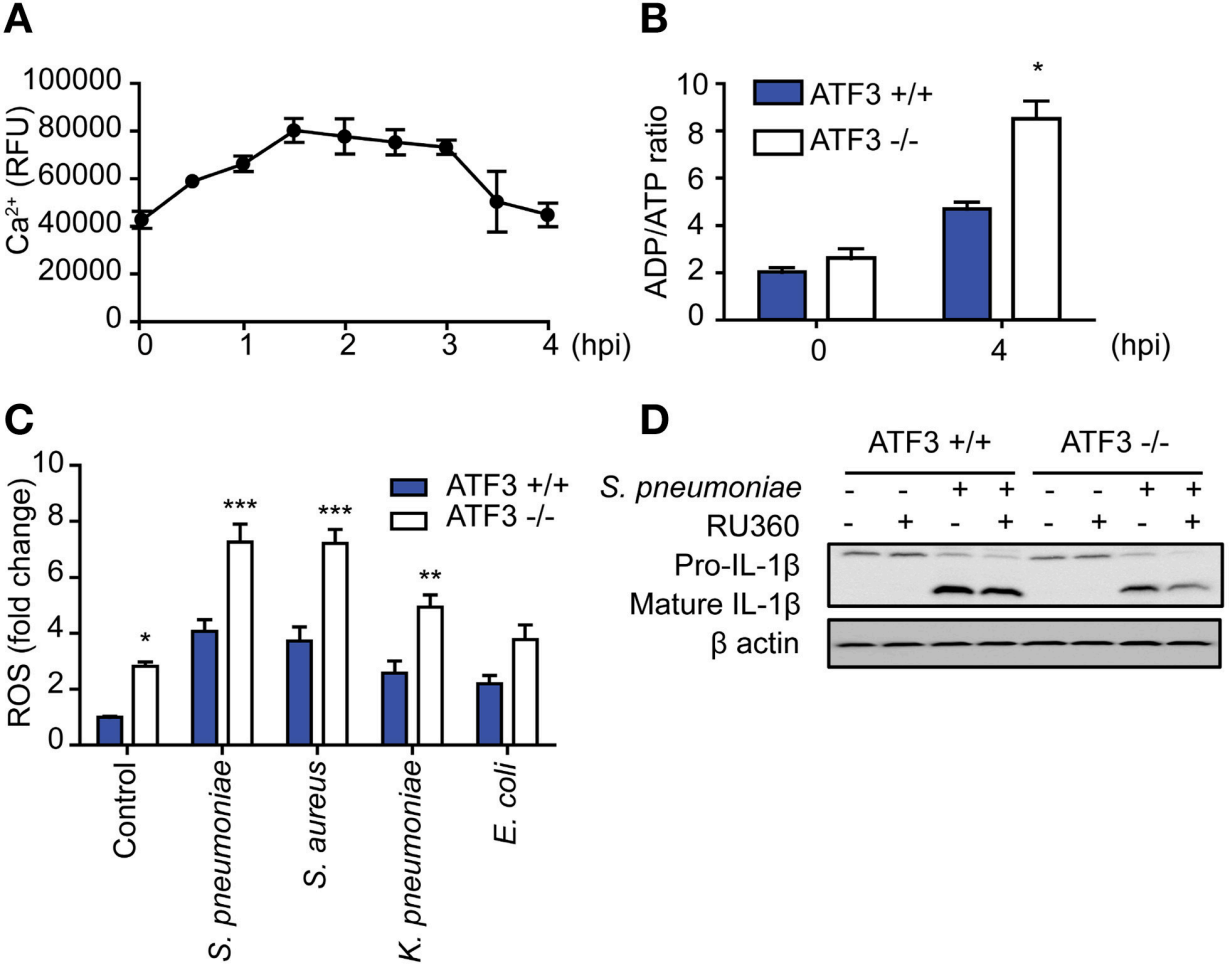
ATF3 induces IL-1β secretion by controlling ROS and Ca^2+^ levels in macrophages during *S. pneumoniae* infection. **(A)** Intracellular calcium levels were monitored at 30-min intervals from 0 to 4 hpi in bone marrow-derived macrophages (BMDMs) infected with *S. pneumoniae* (MOI 20). **(B)** ADP/ATP changes in WT and ATF3 KO cells at 4 hpi. **(C)** Effect of *S. pneumoniae, S. aureus, K. pneumoniae*, and *E. coli* infection (MOI 20) on ROS production at 4 hpi. **(D)** Effect of the calcium uptake inhibitor Ru360 on IL-1β protein expression in WT and ATF3 KO cells. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, two-way analysis of variance.

To counteract these events, macrophages utilize ATP-dependent Ca^2+^ pumps on the cell surface to relieve intracellular Ca^2+^ stress and maintain the intracellular calcium balance (33). Procalcitonin, a calcitonin precursor, healthy individuals secrete calcitonin to maintain calcium homeostasis (34). However, the ER stress generated during bacterial infection disrupts Ca^2+^ homeostasis and causes excessive ROS production. This phenomenon either blocks NLRP3 priming or promotes cell death (35, 36). In a previous study, we identified different reactions in cytokinesis dependent on whether infection was caused by gram-positive or -negative bacteria (9). Consistent with cytokines, ATF3 KO BMDMs exhibited increased ROS production after infection with either gram-positive or gram-negative bacteria. However, ROS levels in gram-positive infections, including *S. pneumoniae* and *S. aureus* infection, were higher than those in gram-negative infections (Figure 6C). To determine the effect of ROS-induced Ca^2+^ stress on IL-1β production, BMDMs were treated with the mitochondrial calcium uptake inhibitor RU360 and analyzed for IL-1β processing. ATF3 KO BMDMs with excessive ROS showed a more significant reduction in mature IL-1β levels (Figure 6D). Taken together, these results indicate that ATF3 plays a key role in *S. pneumoniae* infection by promoting IL-1β secretion via ROS and Ca^2+^ crosstalk in macrophages.

## Discussion

In this study, ATF3 deficiency hindered ROS homeostasis in mice, resulting in diminished post-infection survival. Given that ATF3 KO mice displayed elevated procalcitonin levels, these data support the use of this factor as a sepsis biomarker. Interestingly, ROS levels in *E. coli*-infected ATF3 KO mice were similar to those in WT mice infected with gram-positive bacteria with high IL-1β production (Figure 6). In this model, ROS removal had no impact on the survival of ATF3 KO mice, whereas a significant difference was observed in WT mice when ROS were removed (Figure 3). Moreover, WT mouse survival was previously observed to be longer than that of ATF3 KO mice following LPS challenge; however, ATF3 KO mouse survival was significantly higher in mice infected with *E. coli* (3). Accordingly, ATF3 is believed to moderate ROS levels rather than to serve as an unconditional negative regulator in gram-negative bacteria. Thus, it was presumed that the similar ROS levels observed during infection with gram-positive bacteria in ATF3 KO mice resulted from defects in ROS inhibition and cytokine production, and thus failed to defend against *E. coli* through an inability to produce sufficient cytokines (9). In the case of gram-negative bacteria, inflammasome activation elicits IL-1β production via a complicated mechanism (37, 38). Moreover, ROS regulation by ATF3 varies based on bacterial species and infection stage. Therefore, it seems that IL-1β production through ATF3-mediated ROS inhibition is necessary to prevent the inhibition of primed NLRP3, as a sufficient amount of ROS was secreted during infection in the case of gram-positive bacteria (Figure 7).

**Figure 7:**
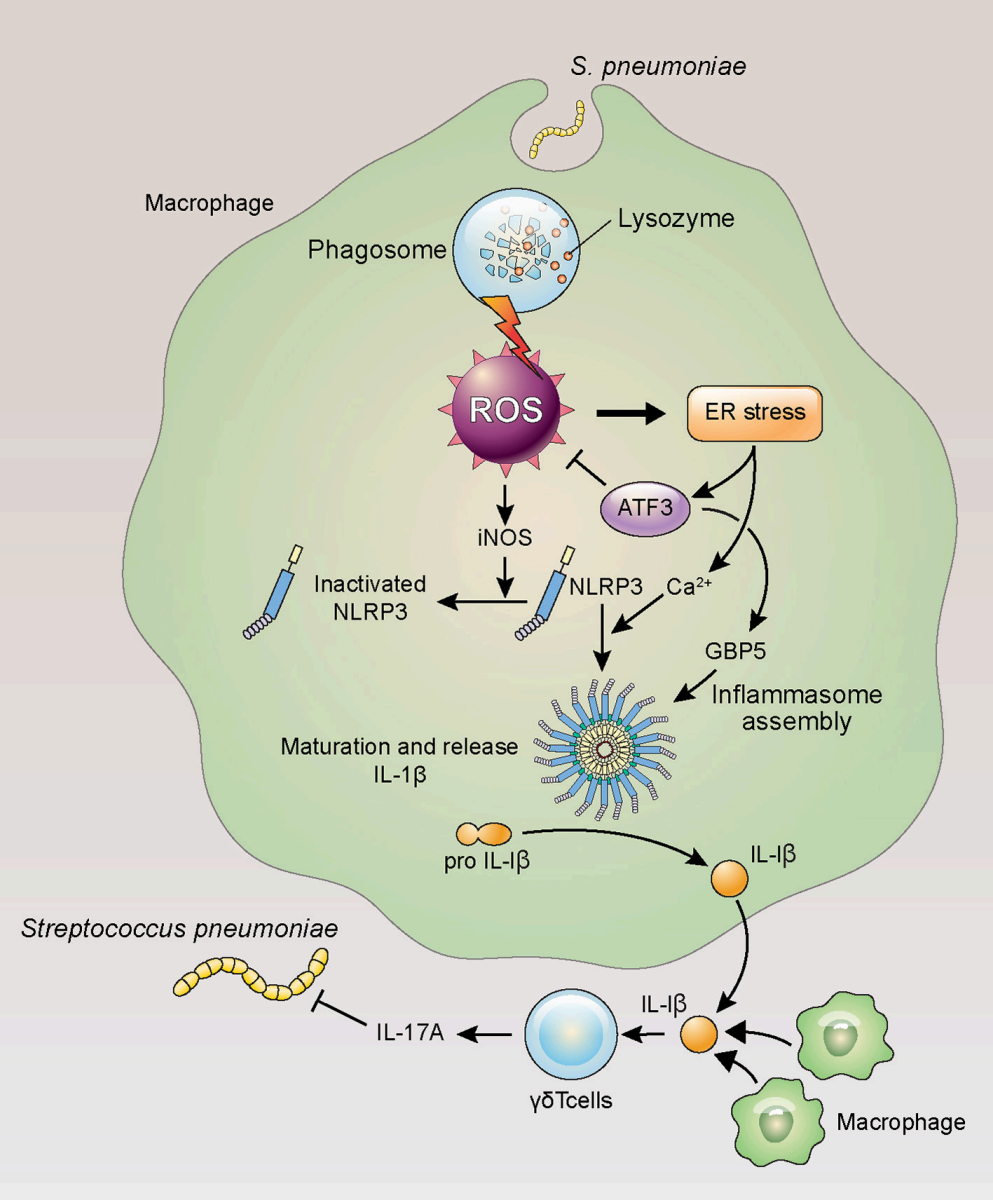
ATF3 plays an important role in IL-17A production in response to *S. pneumoniae* infection. Lung macrophages rapidly phagocytose invading *S. pneumoniae* during infection, resulting in ROS production, ER stress, and ATF3 activation. ATF3 then inhibits ROS-induced iNOS expression to promote NLRP3 inflammasome and GBP5 activation, triggering IL-1β secretion and the subsequent activation of γδ T cells in the lung (39).

Macrophages reside in the lungs in large quantities and orchestrate interactions with other immune cells during acute infection (40). Our group previously demonstrated that ATF3 induction in macrophages during *S. pneumoniae* infection upregulates the pro-inflammatory cytokines IFN-γ, TNF-α, and IL-1β (4). Previously, the lung immune system showed almost no change in the αβ T cell (CD4^+^/CD8^+^) population after 14 days of *S. pneumoniae* infection, whereas the amount of γδ T cells increased ~30-fold (41). Although previous studies emphasized the importance of IL-17A and γδ T cells (41), the functional significance of these cells in *S. pneumoniae* infection remains unclear. In the lungs of infected mice, macrophage ATF3 activates the NLRP3 inflammasome to induce IL-1β secretion, which subsequently stimulates IL-17A secretion by γδ T cells.

During ROS-induced ER stress, ATF3 can induce CHOP upregulation to promote IL-23p19 secretion. Alternatively, CHOP downregulation results in increased BCL-2 expression (42), which promotes cell survival and the closing of voltage-dependent anion channels (VDACs) that transport calcium from the outer mitochondrial membrane. When VDAC activity is absent, the NLRP3 inflammasome is not activated and IL-1β secretion is reduced (43). Similarly, mitochondrial-associated endoplasmic reticulum membrane (MEM) protein crosstalk regulates NLRP3 inflammasome activity via ROS (44). Macrophage NLRP3 inflammasome accumulation in response to infection results in IL-1β and IL-18 pro-inflammatory cytokine secretion via ROS and Ca^2+^ (45–47). However, the excessive ER stress generated by infection may cause intracellular Ca^2+^ and ROS disruption that inhibits NLRP3 inflammasome assembly through the ROS–iNOS–NO axis (39, 48, 49). Nevertheless, the mechanism of ER stress-induced NLRP3 activation via Ca^2+^ requires further characterization (50). IL-17A not only is essential for the defense against *S. pneumoniae* but also mediates the early defenses following infection by other gram-positive and gram-negative bacteria (11, 21, 51). In contrast, IL-1β production occurs in a different manner, as the pH of macrophage phagosomes containing gram-positive bacteria is higher than that of gram-negative bacteria. In the case of gram-positive bacteria, higher pH leads to ROS production and NLRP3 inflammasome activation, whereas gram-negative bacteria elicit ROS-independent NLRP3 inflammasome activity (37).

In summary, the present work proposed a pathway in which ATF3 promotes NLRP3 inflammasome activation and assembly by regulating ROS during early *S. pneumoniae* infection. ATF3 also controlled intracellular Ca^2+^ and ATP homeostasis and induced the production of IL-1β and IL-23p19 by macrophages, which stimulated IL-17A secretion by γδ T cells. Thus, ATF3 plays a key role in host survival and pathogen clearance via inflammasome signaling during *S. pneumoniae* infection and may be a potential therapeutic target.

## Author contrubutions

SL and D-KR designed research. SL, G-LK, NK, S-JK, and PG performed research. SL, NK, and D-KR analyzed data and wrote paper. All the authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

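Lung mRNA was measured by 3′ mRNA sequencing in 6 libraries, 1 for each genotype (WT and ATF3 KO) at 0 h, 6 hpi and 7 days. The authors aligned the reads with Bowtie2 and deposited whole-number counts per gene symbol, without normalization. The genome build, annotation and counting program were not found in the text of the paper or in the labels. All 24421 symbols were listed in the same order in each library, and 23204 of them matched a gene of the RefSeq annotation of GRCm38, from which coordinates were taken. Library totals were between 12241504 and 22474411 counts with a median of 15369295, and between 16890 and 17214 symbols had at least 1 count.

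Conditions were taken from the sample titles and from Figure 1A. Each condition had 1 library, so the spread between mice of a condition could not be estimated, and no gene-wise test was run. A model with additive effects of genotype and time, which these libraries would allow, was not fitted. As a check of sex, the 4 Y-linked genes examined had at most 2 counts in a library, where the paper used female mice.

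Counts were scaled to CPM by the TMM method of edgeR 4.0.16 (R 4.3.3), and differences were taken as log2(CPM + 1) in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A gene entered a comparison with at least 10 counts in at least 1 of the 2 libraries, and the threshold was a 2-fold difference. Genes were named in the text by a rule set before the data were examined, as were the conditions, the comparisons and most of the alternatives. The rule took the genes of Figure 1A, genes that the text of the paper names for the RNA-seq or as an outcome, and the 5 genes with the largest difference in each direction at 6 hpi among genes with at least 50 counts. Gene lists and cell marker lists were written by hand before the data were examined and are not the lists of DAVID. The median of a list was compared with 10000 random lists of the same size, drawn within 20 bins of mean expression. A list was taken to stand apart outside the central 95% of random lists. That threshold was set after the data were seen, as was the choice of Reactome pathways (from fgsea 1.28.0, of whose genes at least 80% had to match). Both the random splitting of counts that estimates counting error, drawn 100 times, and the division of counts by a common divisor were also chosen after the data were seen.

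The 95% intervals are exact Clopper-Pearson intervals and cover counting error only, since reads without molecular identifiers are not independent molecules. The smallest share that 3 counts can show was between 0.13 and 0.25 CPM. The scripts were tested on simulated counts drawn from the libraries with 200 genes changed by 2 on the log2 scale. Of these, 100.0% were recovered in the right direction, none of 12595 unchanged genes was called, and 94.5% of the intervals held the simulated ratio. The changed genes had at least 50 counts in both libraries, and the unchanged ones had at least 50 in at least 1. Only counting error was simulated, and scaling was by library totals. The test was therefore easier than the comparisons above, and it does not cover genes with lower counts.

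The alternatives tried were library totals and the size factors of DESeq2 1.42.0 in place of TMM, a pseudocount of 0.1, no count filter, a filter of 50 counts, gene lists without the genes of Figure 1A, Reactome pathways, and counts divided by the common divisor of a gene. The heat map clustering, the DAVID classification and the Ingenuity analysis were not repeated. Measurements by qPCR, ELISA, blotting, staining and flow cytometry were not analysed here.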

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

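The test of sequence shared between Atf3 and other genes and the count of genes induced in ATF3 KO lungs were set before their results were seen, and the other tests were chosen after the result they bear on had been seen. No difference between times or genotypes was tested. Each condition had 1 library, so the spread between mice of a condition could not be estimated, and a model across the times was not fitted.

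Atf3 was counted in the ATF3 KO libraries, with 286 counts at 0 h, 268 at 6 hpi and 72 at 7 days, a signal that the paper does not report on. Of the 902 distinct 50-base stretches in the last 500 bases of the Atf3 transcripts, 0.0% occurred in annotated transcripts of another gene, which speaks against reads shared with other genes. Sequence outside the annotation was not searched. Mislabelled samples were examined through the genes around Atf3, which can carry sequence from the strain in which the gene was targeted. Within 10 Mb on either side, 5 of 66 genes differed in the same direction by at least 0.3 on the log2 scale at all 3 times with the labels as given, against 2, 1 and 1 with the labels of 7 days, 6 hpi or 0 h exchanged. The 4 pairings cannot give a share under 0.05, so exchanged labels at one time cannot be excluded by this count, and labels exchanged at every time would give the same count. A candidate explanation is that the targeted allele still makes RNA that ends in the normal 3′ end, which a 3′ library would count. The 0.0% of shared sequence leaves this open, and the design of the allele was not analysed here.

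Of the named genes, 9 changed in opposite directions from 0 h to 6 hpi in the 2 genotypes, each with both intervals of counting error excluding 0. The difference between the genotypes was not tested against the spread between mice. Ptx3 and Mefv were named for their large difference toward WT at 6 hpi, and that choice favours this pattern. Cxcl5, Lif, Nlrc3 and Orai1 are genes of Figure 1A, which the paper drew from these same libraries. The pattern also depends on the single libraries at 0 h. There the log2 difference between WT and ATF3 KO lungs was -1.57 for Cxcl5, -1.12 for Lif, -1.02 for Ptx3, -0.89 for Mefv and -0.51 for Atf3. For Nlrc3 it was 0.05. On the log2 scale, the WT change minus the ATF3 KO change was 4.40 for Ptx3 (2.83 and -1.57), 4.34 for Mefv (3.06 and -1.28), 4.28 for Cxcl5 (3.80 and -0.48), 3.34 for Lif (1.58 and -1.75), 1.29 for Atf3 (0.57 and -0.73), 1.24 for Nlrc3 (0.71 and -0.53), 0.59 for Orai1 (0.17 and -0.41), 0.53 for Ddit3 (0.23 and -0.30) and 0.43 for Vdac1 (0.16 and -0.28).

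Gene lists also differed in opposite directions between times, again without a test. The median difference between WT and ATF3 KO lungs at 6 hpi minus that at 0 h was 1.08 for the inflammatory response list, 0.82 for neutrophil chemotaxis, 0.94 for the IFN-γ response and 0.70 for the IL-1 response. At 6 hpi minus 7 days it was 1.65 for the heat map genes, 0.99 for the inflammatory response and 0.66 for neutrophil chemotaxis. The neutrophil chemotaxis list at 7 days was only at the edge of the range of random lists (2.49 percentile), so its reversal has little weight. Part of each of the first 4 values comes from 0 h, where these genes were higher in the uninfected ATF3 KO library.

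For the higher level of these genes in the ATF3 KO library at 0 h, fewer neutrophils in the WT lung would put neutrophil markers lower in WT lungs, and their median was 0.140. Erythroid markers were lower in WT lungs at 0 h, with a median of -0.190, in the direction that more blood in the ATF3 KO lung would give. They were lower still at 6 hpi (-0.863) and 7 days (-0.28), where the IFN-γ list was at 0.45 and 0.10, which speaks against blood content as the source of the IFN-γ list's -0.49 at 0 h. The inflammatory response list, at 0.80 and -0.19, went with the erythroid markers at 7 days and against them at 6 hpi. Infection also acts on these lists at the later times, so blood content at 0 h was not settled by this. The mice came from different sources by genotype, a supplier for WT and another laboratory for ATF3 KO, and with 1 library each the source, the mouse and the genotype cannot be separated.

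Marker genes of neutrophils, which the paper did not report on as a set, had a median log2 difference of 2.678 between WT and ATF3 KO lungs at 6 hpi, with 13 of 13 higher in WT lungs. Without the genes of Figure 1A it was 2.57 over 11 genes. At 7 days the markers went the other way, with a median of -0.32 and 4 of 12 higher in WT lungs. The median of 2.678 at 6 hpi was the largest of 47 comparisons of 16 marker lists. Of these comparisons, 21 lay outside the central 95% of random lists, far more than random lists would give. These libraries therefore differ in many sets of genes, and a single list outside that range has little weight.

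Several technical explanations of the lower inflammatory gene expression in the ATF3 KO library at 6 hpi were examined. The log2 ratio of the WT to the ATF3 KO library total was -0.085, so the WT library was the smaller. The most abundant gene, Rn45s, took 0.089 percentage points more of the ATF3 KO library. After the median difference of genes of similar GC content and transcript length was subtracted, the median of the inflammatory response genes was 0.782, against 0.80 before. Erythroid markers were higher in the ATF3 KO library, with a median of -0.863, opposite to the neutrophil markers, so a shift in total blood content does not account for both. An ATF3 KO library from a mouse that was not infected, as its infection tag has it, would show no rise from 0 h. The median of the inflammatory response genes rose by 0.150, at the 99.91 percentile of random lists, and Cxcl2 rose by 4.62. The medians of the neutrophil chemotaxis and IL-1 lists rose by 0.24 and 0.12, outside the central 95% of random lists, but the IFN-γ list fell by 0.20, below all of them, and the heat map genes, at 0.10 (80.8 percentile), and the ERK list, at 0.007, stayed inside the range. The lists do not point one way, and single libraries cannot separate infection from a difference between mice. Of the 17 inflammatory response genes that rose at least 2-fold in ATF3 KO lungs, 17 rose more in WT lungs, which is what a weaker response of the mice behind this library to the infection would give. The same would follow from an effect of the genotype on the whole response. The neutrophil markers are in line with fewer neutrophils in the ATF3 KO lung, a hypothesis under which genes expressed in neutrophils would be lower as a consequence. The extent of infection, a weak responder, a batch and an effect of ATF3 cannot be told apart here.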

How the results depend on the processing

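No paired analysis was run. The WT and ATF3 KO libraries form a pair at each time, but a test over these pairs would treat the times as replicates. Because each condition had 1 library, leaving out a replicate or regrouping the samples of a condition was not possible.

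With a pseudocount of 0.1 in place of 1, the number of genes at least 2-fold higher was 413 in WT and 647 in ATF3 KO lungs at 0 h, 1002 and 730 at 6 hpi, and 484 and 504 at 7 days, and the number changed at least 2-fold from 0 h to 6 hpi was 1572 in WT and 1550 in ATF3 KO lungs. The corresponding numbers with a pseudocount of 1 were 94 and 205, 348 and 183, 100 and 107, and 573 and 494. The difference between the genotypes in the number of genes changed at 6 hpi was therefore smaller in proportion with the lower pseudocount. With a filter of 50 counts the numbers were 38 and 106 at 0 h and 65 and 53 at 7 days, which moved the larger number at 7 days from ATF3 KO to WT lungs. The other counts of genes stayed within 1.5 times under library totals, median-of-ratios size factors, either filter and division by the common divisor, the last chosen after the data were seen. At 6 hpi more genes were higher in WT than in ATF3 KO lungs under each of these alternatives.

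The 6 list medians at 6 hpi stayed above 0 under every alternative run, though a change of pseudocount alone can hardly turn the sign of a median. With Reactome pathways, ERK signaling had a median of 0.032 (76.74 percentile) and IL-1 signaling 0.056 (86.46 percentile), inside the range of random lists, against 0.18 and 0.51 for the hand-written lists. The cause was not tested. The pathway of signaling by interleukins, set against the inflammatory response list, had a median of 0.062 at the 97.78 percentile, just outside the central 95% of random lists, where the hand-written list had 0.80. That threshold was set after the data were seen, and it counts a median as kept even when its size falls. The median of the heat map genes was between 1.34 without a count filter and 2.18 with a pseudocount of 0.1.

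Of the 144 differences of named genes, 138 had counts in at least 1 of the 2 libraries, and none of these changed sign with library totals or median-of-ratios size factors. A pseudocount cannot change the sign of a difference, and division by the common divisor can do so only through the scaling factors, so neither is a check of direction. With a pseudocount of 0.1 the size of 6 differences moved by more than 0.5 times the width of their counting interval. For 9 others with 0 counts in 1 library the interval has no finite width to compare with, among them Serpinb10 at 6 hpi, which went from -2.22 to -5.24. The order of the genes with the largest differences at 6 hpi did change, and Mefv was at 5.60 with that pseudocount and 2.35 with division by the common divisor, against 3.45. Depth limits genes such as Ifng, Il23a and Nos2, with at most 8 counts in a library, for which no difference was detectable at this depth.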

Differences from the paper's values

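The fold changes below divide the CPM + 1 at 6 hpi by that at 0 h in the same genotype. The paper's values are from qPCR, a different assay, and the figure does not name its baseline. Of 8 fold changes of 4 genes compared, 5 were within 1.5 times the paper's value: Irf1 and Nlrp3 in both genotypes and Il18 in ATF3 KO lungs. The other 3 were not. Gbp5 rose 7.43-fold in WT lungs here, against about 4.2 in Fig. 2D, read by eye, which is the paper's value. In ATF3 KO lungs it was 1.02-fold here, against the paper's about 1.6 in Fig. 2D, read by eye. Il18 was 0.609-fold in WT lungs here, against the paper's about 2.3 in Fig. 2E, read by eye. None of the alternatives set before the data were examined (library totals, median-of-ratios size factors and a pseudocount of 0.1) closed any of these gaps, and neither did division by the common divisor, which was chosen after seeing the values.

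The paper states that Il18 mRNA was higher in WT than in ATF3 KO lungs at 6 hpi, and refers to its RNA-seq for this. In these counts the log2 difference of Il18 was -0.41 (95% interval -0.59 to -0.25), lower in WT lungs.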

Other observations

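The tests in this part were chosen after the results they bear on had been seen.

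Genes that differed between the genotypes in the same direction by at least 0.5 on the log2 scale at all 3 times were no more frequent than with exchanged labels. Of 14245 genes with at least 30 counts in a library, 53 did so with the labels as given, against 47, 51 and 57 with the labels of 7 days, 6 hpi or 0 h exchanged, so 2 of the 4 pairings, the real one included, had at least as many. At thresholds of 0.75 and 1 the real labels gave 6 and 1 genes, and the exchanged ones between 8 and 15 and between 1 and 3. Across genes, the difference between genotypes at 6 hpi had a Pearson correlation of -0.052 with that at 0 h and 0.003 with that at 7 days, and genes are not independent replicates. With 4 pairings chance cannot be excluded, and a difference of genotype that holds at each time was not detectable over the whole set of genes. No gene differed at least 4-fold in the same direction at all 3 times.

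The neighbourhood of Atf3 was an exception. Within 10 Mb on either side of Atf3 on chromosome 1 of GRCm38, 5 of 66 genes differed in the same direction by at least 0.3 at all 3 times, where 1.66% of all genes did. Of 197 windows of as many genes along the genome, 2 (1.0%) held at least 5 such genes. With 5 and 20 Mb the shares were 3.4% and 1.2%. The limits were set after a wider stretch of the chromosome had been looked at. A candidate explanation is sequence of the donor strain kept around the targeted gene, and some of these genes might differ between WT and ATF3 KO mice for that reason and not through ATF3. No variant could be read from counts, so other explanations remain.

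Camk2b, one of the heat map genes, was higher in WT lungs at 0 h, 6 hpi and 7 days, with log2 differences of 1.35, 1.27 and 1.43, before as well as after infection. It lies on chromosome 11, away from Atf3.

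Myl2, among the genes most increased in the ATF3 KO library at 6 hpi with 8 and 83 counts, encodes a muscle myosin light chain. Skeletal muscle markers had a median difference of -0.389 between WT and ATF3 KO lungs at 6 hpi, with 1 of 8 higher in WT lungs, and cardiac muscle markers had -0.345, with 0 of 8. Muscle carried over with the lung may therefore account for Myl2. Cardiac markers were also lower in WT lungs at 0 h (-0.40), where Myl2 had 0 counts in both libraries, and higher in WT lungs at 7 days (0.54).

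The counts have a structure that the paper does not describe. Of 2790 well-counted genes with 2 RefSeq transcripts, 36.4% had 2 as the common divisor of their counts in the 6 libraries, where 1.5% of 6289 genes with 1 transcript had counts that were all even. A candidate explanation is that a read was counted once for each transcript it overlapped. This would make the counts of such genes look more precise than they are. It would leave the ratio of their counts between libraries nearly as it is, but with a pseudocount it changes the log2 difference of genes with low counts, as for Mefv at 6 hpi, from 3.45 to 2.35 after division by 3. Hba-a1 and Hba-a2, a pair of near-identical genes, had equal counts in all 6 libraries, so reads shared by paralogs may have been counted for each of them.

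The RNA of several outcomes that the paper measured by other assays was counted here, with that of Tnf, which the paper names only from earlier work. Il17a had 0 counts in the 6 libraries, so its higher level in WT lungs by qPCR could not be examined. Nos2, which encodes iNOS, had between 1 and 5 counts in a library. Calca, which encodes procalcitonin, had 136 counts in WT and 126 in ATF3 KO lungs at 6 hpi, a log2 difference of 0.16 (95% interval -0.33 to 0.70). Tnf had 270 and 238 counts, a difference of 0.24 (-0.11 to 0.62). Csf3, which encodes G-CSF, had 111 and 22 counts at 6 hpi and 0 in both libraries at 0 h. In WT lungs Atf3 RNA was 0.57 higher at 6 hpi than at 0 h on the log2 scale and 1.83 lower at 7 days.

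The 80 genes that rose at least 4-fold in WT lungs at 6 hpi all rose less in ATF3 KO lungs. They were chosen for their rise in WT lungs, so this has little weight as a test.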
